A study of Mus musculus with 8 samples.

How the data were processed

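RNA from uterine stromal cells of mice was sequenced in 8 libraries, 4 labelled Erbb3f/f and 4 labelled Erbb3d/d, all labelled day 3. In common mouse notation f marks an allele flanked by loxP sites and d the allele after deletion by Cre recombinase; the labels do not spell this out, do not name a Cre line and do not say from which event day 3 is counted. Per the labels' protocols, RNA was taken up in TRIzol, polyadenylated RNA was enriched, and non-directional libraries were read as pairs of 150 bp on a NovaSeq X Plus instrument, with a yield of about 6 Gb per sample.

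The authors deposited 1 count table per library, holding the raw number of reads for each of 23420 gene symbols, with no normalization. The aligner, the genome build, the gene annotation and the counting options are not stated in the labels or the files. Each table ends with 5 lines that name no gene, in the layout of htseq-count output. These lines were kept out of library sizes and tests. Over the 8 libraries, reads outside annotated genes made up 48.3% to 50.8% of all entries, unaligned reads 12.9% to 15.7%, low-quality alignments 3.66% to 4.39%, reads aligned to more than 1 place 3.49% to 4.05%, and reads ambiguous between genes 0.147% to 0.166%. The remaining 27.0% to 29.1% were assigned to genes. The tables list 30235220 to 46189987 entries per library over all lines. The stated yield corresponds to about 40000000 reads of 150 bp, or 20000000 pairs, and the files do not say whether an entry is a read or a pair. Every library holds more than 20000000 entries, which favours reads, but the yield is stated only roughly. If reads were counted, both reads of a pair could enter, and a low count could rest on fewer pairs. A count is called a read here.

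Each library was assigned to its genotype by the title given in its label, and the replicate number was taken from the same title. Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were kept by filterByExpr on the genotype, which left 14598 genes. Library sizes were scaled by the trimmed mean of M values (TMM). Normalised read counts are given as CPM, counts divided by that scaled library size. Differences were tested with edgeR's quasi-likelihood test (glmQLFit with robust empirical Bayes, glmQLFTest) with an intercept and the genotype, and p-values were adjusted by the Benjamini-Hochberg method at a threshold of 0.05. A log2 fold change is the libraries labelled Erbb3d/d over those labelled Erbb3f/f. Single quantities were compared by a two-sided exact permutation test over the 70 assignments of 8 libraries to 4 and 4. The smallest p this test can give is 0.0286. For genes it was run on log2(CPM + 0.5). Values are given as mean ± SD with n = 4 per genotype.

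The 10 gene lists were fixed before the data were examined, 5 on uterine biology and 5 as checks of other cell types and of handling. They were written from general knowledge and not from a database. Each was tested with camera, two-sided, at a preset inter-gene correlation of 0.01, on log2 CPM with a prior count of 2, and the p-values were adjusted over the 10 lists. The fry test and camera with the correlation estimated from the data were run beside it. The mixed-direction form of fry, which is sensitive to members that move opposite ways, was read out after the results were seen. The lists were ERBB receptors and ligands (14 genes, without Erbb3 and with the inhibitor Errfi1, which is also on the progesterone-related list), stromal signals to glands (35), progesterone-related stromal genes (27), oestrogen-related genes (23), cell cycle genes (30), epithelial markers (20), smooth muscle markers (12), endothelial markers (14), immune markers (16), and immediate early and heat shock genes (19). After the results were seen, 20 general stromal transcripts and a second list of 16 smooth muscle transcripts were added as checks. Principal components were computed on log2 CPM of the tested genes.

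The genes named in the text were set by a rule fixed before the data were examined. It takes Erbb3 first. It then takes genes with an adjusted p under 0.05, a mean of at least 1 CPM and no overlap between the genotypes. Where no gene passes in a direction, it takes the 3 genes with the smallest p-value in that direction, with the statement that they are not significant. Pgr and Amhr2 are given as values because Cre lines inserted at these genes are in common use in the mouse uterus. List members named outside this rule are said to be so.

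Gene positions, transcript lengths and GC content came from GENCODE vM21 on the mouse build GRCm38, in which 21740 of the 23420 symbols (92.8%) matched 1 gene. The build used by the authors is not stated, so these coordinates describe the genes and were not used for counting. None of the genes named by the rule shares exonic sequence with one of the 21740 matched genes on the other strand. Other genes of that annotation were not searched. Positions were read with Python 3.11.15 and pandas 2.3.3.

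The tests were first run on simulated counts for the same design, drawn from the means and library sizes of these libraries. With 200 genes changed 2-fold among 14467 genes, edgeR's test called 131 of them (65.5%) and made 17 false calls. With 200 genes changed 4-fold among 14481 genes it called 176 (88%) and made 11 false calls. With no gene changed it made 0 calls. The simulation had no variation of tissue composition between libraries.

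Replicates were compared with a chi-square test of their counts. The smallest chi-square per degree of freedom over the pairs within a genotype was 13.0, so no pair agreed within sampling noise, as a duplicate deposit of one library would. Repeat preparations of one sample would also differ by more than that, so the test does not show that the samples are separate. The 8 libraries were counted as separate samples because the labels list them so.

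The alternatives tried were RLE size factors, library size alone and upper quartile scaling; no filter beyond 1 read, and a mean of at least 1 CPM; DESeq2 1.42.0, limma voom with sample quality weights, and edgeR without robust estimation; a threshold of 0.01; the replicate number as a block; leaving out each library in turn; camera with an estimated correlation and fry; and, for principal components, the 500 most variable genes and a prior count of 0.5. The mean of the epithelial markers and the mean of the smooth muscle markers were added as covariates after the data were seen. Reads, exon-level counts and genotyping were not analysed here, so the deleted part of Erbb3 could not be examined.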

Results

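Gene expression was measured by polyadenylated RNA sequencing in uterine stromal cells of mice labelled Erbb3f/f and mice labelled Erbb3d/d at day 3. Each genotype had 4 libraries. Reads assigned to genes numbered 10176436, 9443481, 12854367 and 8970073 in Erbb3f/f replicates 1 to 4, and 10279135, 8578575, 12825738 and 11208453 in Erbb3d/d replicates 1 to 4. The mean depth was the same within error in both genotypes (two-sided exact permutation test, p = 0.771). Between 16659 and 17868 genes had at least 1 read in a library. The share of unaligned reads was 13.6% ± 0.713 (SD, n = 4) in Erbb3f/f and 14.8% ± 0.606 (SD, n = 4) in Erbb3d/d, a difference that did not pass 0.05 (exact permutation test, p = 0.0571).

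The targeted gene was examined first, to see whether its level follows the labels. Erbb3, which encodes a receptor tyrosine kinase of the ERBB family, lies on chromosome 10 at 128567523 to 128589652 on the minus strand (GRCm38, GENCODE vM21), with 28 merged exons. Its normalised read count in Erbb3f/f replicates 1 to 4 was 7.40, 10.6, 8.24 and 12.3 CPM, from 76, 101, 105 and 109 reads. In Erbb3d/d replicates 1 to 4 it was 7.36, 14.3, 17.6 and 16.2 CPM, from 75, 123, 224 and 185 reads. The mean was 9.63 ± 2.24 CPM (SD, n = 4) in Erbb3f/f and 13.9 ± 4.55 CPM (SD, n = 4) in Erbb3d/d. The log2 fold change was 0.53 (SE 0.28), with an adjusted p of 0.484 in edgeR's quasi-likelihood test, and an exact permutation test gave p = 0.2. Erbb3 was therefore not lower in the libraries labelled Erbb3d/d, and in 3 of those 4 libraries it exceeded the highest Erbb3f/f value. The alternative that moved this value most took the mean of epithelial markers as a covariate, chosen after the data were seen, and gave a log2 fold change of 0.03 (SE 0.33). A count over the whole gene does not separate reads of a deleted exon from reads of the rest of the gene. Because the gene did not fall, the groups are referred to as the libraries labelled Erbb3f/f and Erbb3d/d, and each direction given here follows the labels only.

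The comparison of the genotypes across the genome asked which stromal genes differ when Erbb3 is targeted. No gene among the 14598 tested had an adjusted p under 0.05 in edgeR's quasi-likelihood test, so 0 were higher, 0 were lower and 0 had changed at least 2-fold. The smallest adjusted p was 0.109, and 72 genes had an adjusted p under 0.2. At an unadjusted p under 0.05 there were 1695 genes, 969 higher and 726 lower in the libraries labelled Erbb3d/d, where 729.9 would be expected by chance from independent genes. The 4 values of each genotype did not overlap for 737 genes (5.05%), against 2.86% by chance. The count of calls depended on the method and on 1 library. DESeq2 called 270 genes, 212 higher and 58 lower. Without Erbb3d/d replicate 2, edgeR called 143 genes higher and 116 lower, while leaving out any other single library gave 0 calls.

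The 3 genes with the smallest p-value in each direction were not significant over all genes tested. In each of them the 4 libraries of one label lay wholly above the 4 of the other, which gave the smallest p an exact permutation test allows, 0.0286. Mgll encodes monoglyceride lipase and lies on chromosome 6 at 88724412 to 88828360. It had 24.0 ± 1.15 CPM (SD, n = 4) in Erbb3f/f and 42.6 ± 3.79 CPM (SD, n = 4) in Erbb3d/d. Its log2 fold change was 0.83 (SE 0.11), with an adjusted p of 0.109 in edgeR's test. Mapk4, on chromosome 18 at 73928486 to 74065359, rose from 5.21 ± 1.02 CPM to 14.1 ± 1.99 CPM (SD, n = 4 each), a log2 fold change of 1.43 (SE 0.21). Pitpnm3, on chromosome 11 at 72047528 to 72135778, had 4, 2, 1 and 2 reads in Erbb3f/f replicates 1 to 4 and 24, 23, 26 and 28 reads in Erbb3d/d replicates 1 to 4. Its normalised read count was 0.226 ± 0.127 CPM in Erbb3f/f and 2.38 ± 0.263 CPM in Erbb3d/d (SD, n = 4 each). Its log2 fold change of 3.37 (SE 0.49) rests on few reads in Erbb3f/f.

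Among genes lower in the libraries labelled Erbb3d/d, Steap4, on chromosome 5 at 7960457 to 7982213, had 98.0 ± 23.6 CPM in Erbb3f/f and 42.2 ± 9.50 CPM in Erbb3d/d (SD, n = 4 each). Its log2 fold change was -1.22 (SE 0.20), with an adjusted p of 0.130 in edgeR's test. Gmip, on chromosome 8 at 69808679 to 69821870, had 96.0 ± 5.55 CPM in Erbb3f/f and 68.9 ± 3.42 CPM in Erbb3d/d (SD, n = 4 each), a log2 fold change of -0.48 (SE 0.08). Cd44, on chromosome 2 at 102811141 to 102901665, had 347 ± 38.2 CPM in Erbb3f/f and 239 ± 11.7 CPM in Erbb3d/d (SD, n = 4 each), a log2 fold change of -0.54 (SE 0.10). The adjusted p of Gmip and of Cd44 was 0.133 in edgeR's test. All 6 genes had an adjusted p under 0.05 with DESeq2 and in edgeR without Erbb3d/d replicate 2.

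**Figure D1:**
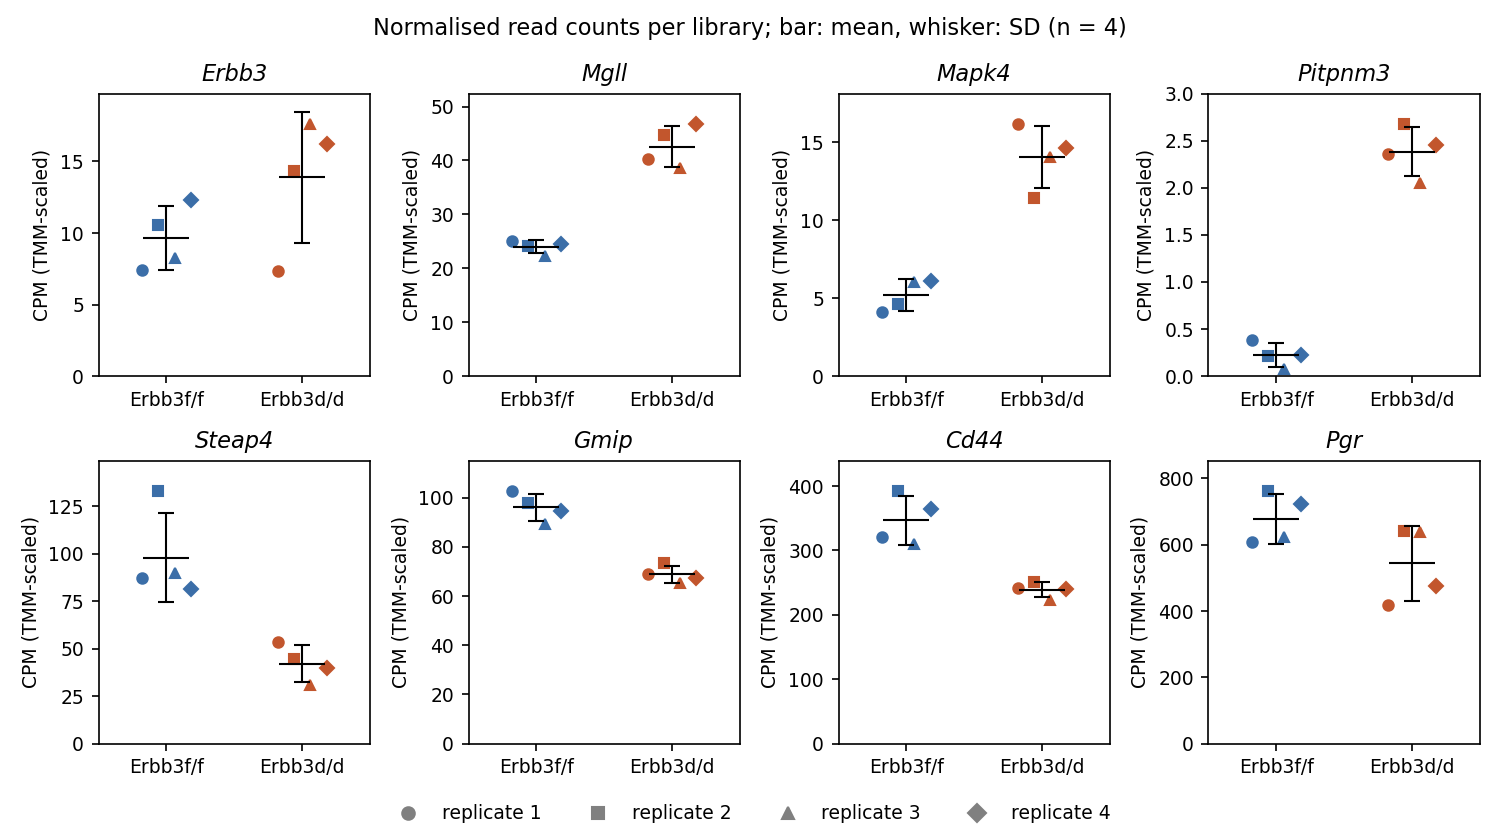
Normalised read count (CPM, TMM-scaled, vertical axis from 0) of Erbb3, the 6 genes with the smallest p-values and Pgr in each library, with Erbb3f/f in blue, Erbb3d/d in orange, a symbol for each replicate number, and the mean with its SD (n = 4) as a bar with whiskers. Erbb3 overlaps between the labels, from 7.36 to 17.6 CPM in Erbb3d/d, while Mgll, Mapk4, Pitpnm3, Steap4, Gmip and Cd44 do not overlap.

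Cre lines in common use in the mouse uterus are inserted at Pgr or Amhr2, and both genes were read out because the labels name no line. Pgr, on chromosome 9 at 8899833 to 8968611, encodes the progesterone receptor. It had 678 ± 75.1 CPM in Erbb3f/f and 544 ± 114 CPM in Erbb3d/d (SD, n = 4 each). The log2 fold change was -0.32 (SE 0.15), with an adjusted p of 0.452 in edgeR's test, and an exact permutation test gave p = 0.171. Amhr2, on chromosome 15 at 102445367 to 102454633, had 4, 2, 3 and 0 reads in Erbb3f/f replicates 1 to 4 and 4, 11, 7 and 5 reads in Erbb3d/d replicates 1 to 4. These counts were too low for the genome-wide test, and the CPM values did not overlap (exact permutation test, p = 0.0286) although the closest libraries had 4 reads each.

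The libraries were then compared as whole profiles. The first principal component held 36.7% of the variance and the next one 15.3%. Scores on the first component were -32.2, -26.4, -17.1 and -2.89 for Erbb3f/f replicates 1 to 4, and 11.9, -19.8, 38.4 and 48.0 for Erbb3d/d replicates 1 to 4. The genotypes did not differ past 0.05 on either component (exact permutation tests, p = 0.0857 and p = 0.229). Erbb3d/d replicate 2 lay among the Erbb3f/f libraries on the first component. Without it the exact permutation p there was 0.0286, the smallest that 3 against 4 libraries can give. Replicate 2 was the only Erbb3d/d library to overlap the other label, so leaving it out nearly fixed this p and adds no support.

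**Figure D2:**
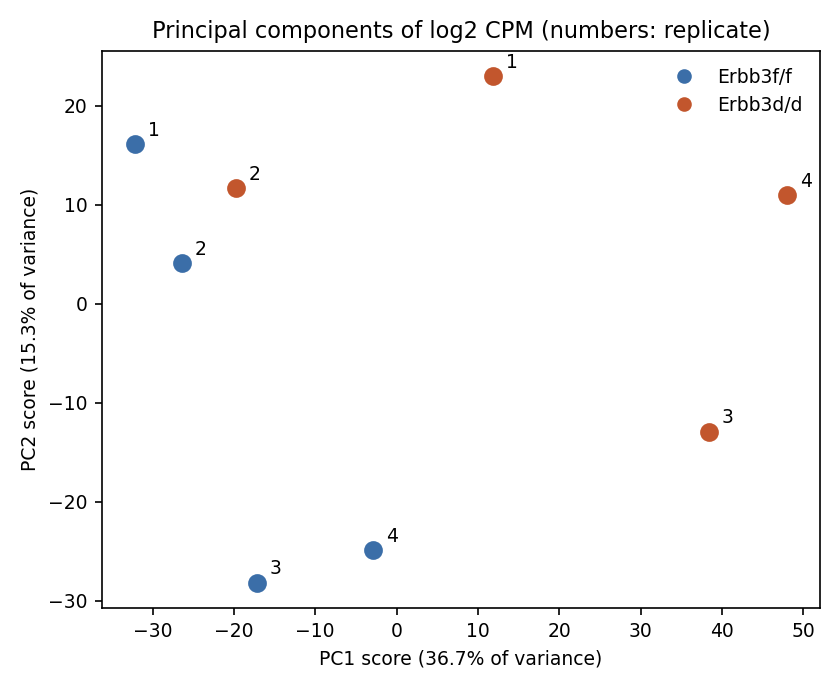
Scores of the 8 libraries on the first (36.7% of variance, horizontal axis) and the next principal component (15.3%, vertical axis) of log2 CPM, with Erbb3f/f in blue, Erbb3d/d in orange and the replicate number beside each point. Erbb3d/d replicate 2, at -19.8 on the horizontal axis, lies among the Erbb3f/f libraries, and Erbb3d/d replicates 3 and 4 lie farthest to the right.

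The gene lists asked whether ERBB signalling components, stromal signals that act on glands, hormone-related genes or cell cycle genes shift as a group. Each p-value here is from camera with a preset correlation of 0.01, adjusted over the 10 lists. The list of ERBB receptors and ligands, which leaves out Erbb3 itself and includes the ERBB inhibitor Errfi1, was not called (adjusted p = 0.609; 7 of 10 tested genes higher in Erbb3d/d). Stromal signals to glands were not called in one direction as a group (adjusted p = 0.115, 21 of 33 tested genes higher, 12 lower). They were called higher with the replicate number as a block (adjusted p = 0.0403) and without Erbb3d/d replicate 3 (0.0339). The mixed-direction fry test, read out after the results were seen, gave this list an adjusted p of 0.0430 and the other lists 0.0735 or more. Leaving out one library gave 0.000694 without Erbb3d/d replicate 2 and 0.0647 to 0.148 without any other. Progesterone-related stromal genes were lower (adjusted p = 0.0387), with 18 of 27 genes lower and a median log2 fold change of -0.28. Oestrogen-related genes were higher (adjusted p = 0.0335), with 15 of 20 tested genes higher and a median log2 fold change of 0.51. Cell cycle genes were higher (adjusted p = 2.77e-06), with 28 of 30 genes higher and a median log2 fold change of 0.56. Under directional fry the adjusted p-values of these 3 lists were 0.351, 0.320 and 0.346, and with the correlation estimated from the data they were 0.484, 0.440 and 0.440. No call from the preset correlation, check lists included, held under either test.

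The list means per library show what these tests rest on. The mean log2 CPM of progesterone-related stromal genes was 7.29 ± 0.0694 in Erbb3f/f and 6.97 ± 0.342 in Erbb3d/d (SD, n = 4 each; exact permutation test, p = 0.171). Erbb3d/d replicates 3 and 4 had 6.72 and 6.63, while replicates 1 and 2 had 7.20 and 7.32. The cell cycle mean was 4.35 ± 0.263 in Erbb3f/f and 4.78 ± 0.514 in Erbb3d/d (SD, n = 4 each; exact permutation test, p = 0.229), and again Erbb3d/d replicates 3 and 4, at 5.23 and 5.21, stood apart from replicates 1 and 2, at 4.38 and 4.30. The oestrogen-related mean was 5.53 ± 0.0919 in Erbb3f/f and 5.86 ± 0.381 in Erbb3d/d (SD, n = 4 each; exact permutation test, p = 0.229), with 6.23 and 6.11 in Erbb3d/d replicates 3 and 4. The progesterone-related call was lost without Erbb3f/f replicate 1 (adjusted p = 0.118), Erbb3f/f replicate 4 (0.0730), Erbb3d/d replicate 3 (0.130) or Erbb3d/d replicate 4 (0.0679). The oestrogen-related call was lost without Erbb3f/f replicate 2 (adjusted p = 0.0615), Erbb3d/d replicate 3 (0.128) or Erbb3d/d replicate 4 (0.0957).

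**Figure D3:**
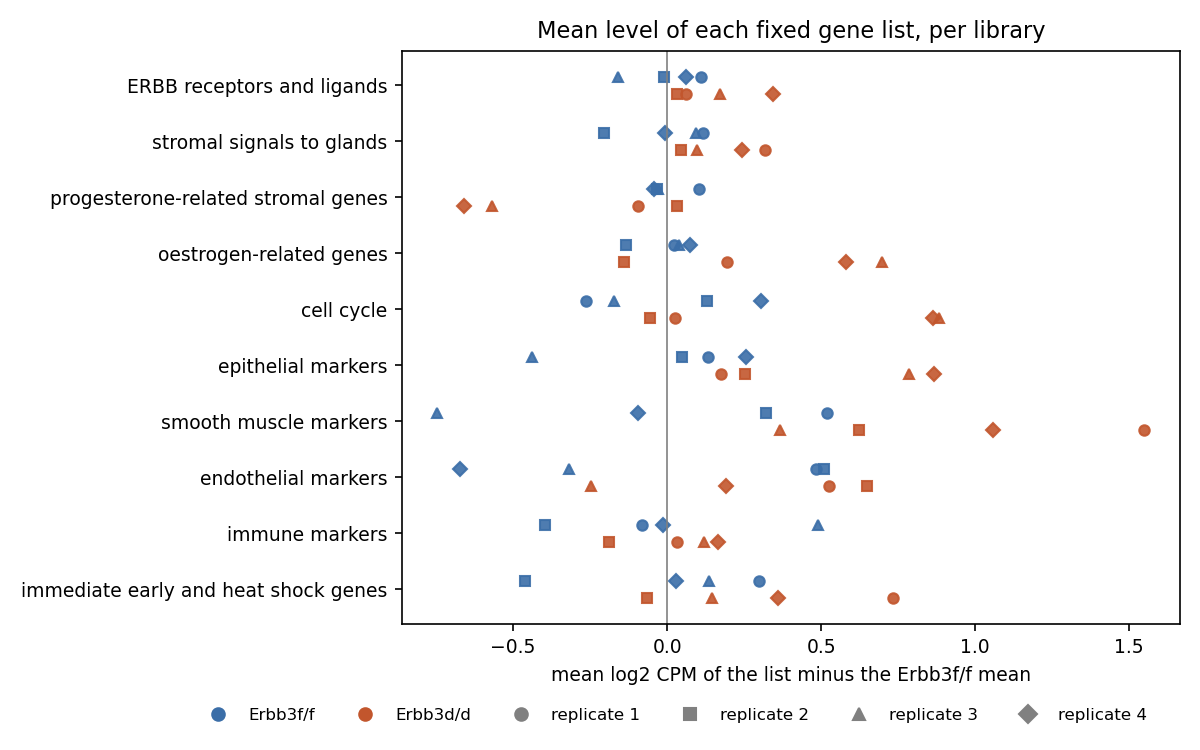
Mean log2 CPM of each gene list in each library, less the mean of the Erbb3f/f libraries (horizontal axis), with Erbb3f/f in blue, Erbb3d/d in orange and a symbol for each replicate number. For progesterone-related, oestrogen-related and cell cycle genes, Erbb3d/d replicates 3 and 4 lie apart from Erbb3d/d replicates 1 and 2.

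The fit with the replicate number as a block called some list members, which are named with the other alternatives below. Without the block, no member of any list had an adjusted p under 0.05 over all genes tested in edgeR's test with all 8 libraries. Adjusted over the list alone, 6 stromal signals, 3 progesterone-related genes, 4 oestrogen-related genes, 0 ERBB genes and 0 cell cycle genes had an adjusted p under 0.05 in edgeR's test. These members are named after their values were seen. Among stromal signals, Fst fell from 32.0 ± 18.1 CPM to 8.13 ± 3.14 CPM and Igf1 from 1563 ± 187 CPM to 746 ± 271 CPM (SD, n = 4 each), with log2 fold changes of -1.99 (SE 0.41) and -1.07 (SE 0.24). Bmp2, Slit2, Rspo3 and Pdgfa were higher, with log2 fold changes of 0.78, 1.05, 1.21 and 0.71. With the epithelial or smooth muscle mean as a covariate, chosen after the data were seen, these 6 genes kept their direction. The log2 fold change of Rspo3 was then 0.38 with the smooth muscle mean and 1.47 with the epithelial mean, that of Pdgfa 0.88 and 0.36, and that of Igf1 -0.85 and -0.62. Fst, Bmp2 and Slit2 moved less in proportion, to between -2.30 and -1.95, 0.75 and 0.98, and 0.98 and 1.08. The progesterone-related members were Bmp2, Greb1 and Tsc22d3, of which Greb1 was higher (log2 fold change 0.57) and Tsc22d3 lower (log2 fold change -0.57). The oestrogen-related members were Fgf18 (log2 fold change 1.76), Greb1, Igf1 and Myc (log2 fold change -0.79). With the epithelial mean as a covariate the log2 fold change was 0.33 for Greb1, -0.33 for Tsc22d3, 0.94 for Fgf18 and -0.60 for Myc. With the smooth muscle mean it was 0.59, -0.67, 2.49 and -1.06. Over all genes tested, the smallest adjusted p among the list members named here in edgeR's test was 0.188, for Fst. These calls depended on the method and on 1 library. With DESeq2, the adjusted p over all genes was 1e-04 for Fst, 0.00163 for Igf1, 0.00573 for Bmp2, 0.0109 for Slit2, 0.0120 for Rspo3, 0.0175 for Greb1, 0.0201 for Tsc22d3 and 0.0374 for Fgf18, while Pdgfa and Myc were not called. In edgeR without Erbb3d/d replicate 2, it was 0.0395 for Fst, 0.0221 for Igf1, 0.0475 for Bmp2, and 0.0401 for Slit2 and for Tsc22d3, and the other genes named here were not called.

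The 5 check lists asked whether cells other than stroma or handling differed between the labels. Epithelial markers were higher in the libraries labelled Erbb3d/d (camera, adjusted p = 1.11e-06; 17 of 20 genes higher), with a mean log2 CPM of 5.78 ± 0.304 in Erbb3f/f and 6.30 ± 0.356 in Erbb3d/d (SD, n = 4 each; exact permutation test, p = 0.0857). Among abundant epithelial transcripts, Krt8 had 161 ± 40.9 CPM in Erbb3f/f and 273 ± 84.7 CPM in Erbb3d/d, Krt19 had 155 ± 20.5 and 239 ± 59.0 CPM, and Epcam had 77.5 ± 20.3 and 153 ± 53.9 CPM (SD, n = 4 each). Smooth muscle markers were also higher (camera, adjusted p = 1.11e-06; 11 of 12 genes higher), with a mean log2 CPM of 6.00 ± 0.559 in Erbb3f/f and 6.90 ± 0.519 in Erbb3d/d (SD, n = 4 each; exact permutation test, p = 0.0571). Tagln had 281 ± 112 CPM in Erbb3f/f and 661 ± 356 CPM in Erbb3d/d, and Myh11 had 243 ± 106 and 531 ± 237 CPM (SD, n = 4 each). Tagln shares exonic sequence with Pcsk7 on the other strand, and keratin genes have close relatives, so these counts are uncertain to the extent that the counting could mix such genes. The list of immediate early and heat shock genes was higher, with 16 of 19 genes higher (camera, adjusted p = 0.00127). An exact permutation test of its mean gave p = 0.314. Its lower genes were the heat shock genes Hspa1a, Hspa1b and Hsph1, with log2 fold changes of -0.33, -0.31 and -0.36. The heat shock genes Hspa8 and Dnajb1 were at 0.01 and 0.08, so the rise lay in the immediate early genes. Endothelial markers (adjusted p = 0.0505; 12 of 14 genes higher) and immune markers (adjusted p = 0.602; 9 of 15 tested genes higher) did not pass 0.05. The endothelial markers passed with upper quartile scaling (adjusted p = 0.0480). Single libraries decided several of these calls. Across the 8 fits that each left out one library, the adjusted p ran from 0.00131 to 0.681 for endothelial markers and from 0.00989, without Erbb3f/f replicate 3, to 0.944 for immune markers. That of immediate early and heat shock genes was 0.0695 without Erbb3d/d replicate 1. Adjusted over the list alone, 7 epithelial and 7 smooth muscle markers, 0 endothelial, 0 immune and 0 immediate early or heat shock genes had an adjusted p under 0.05 in edgeR's test. Over all genes, DESeq2 called the check list members Cldn4, Cldn7, Epcam, Krt19, Cnn1, Actg2 and Ier3, with adjusted p-values from 0.00672 for Cnn1 to 0.0484 for Actg2.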

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

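Of 52 groups of 4 libraries examined for a value far from the rest, 2 had one, and 2.6 would be expected by chance at 1 in 20. No test was run for either of them beyond those reported elsewhere in this section, and the general stromal transcripts were added as a check after the first results were seen.

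In Erbb3d/d replicate 4 the 10 most abundant genes took 3.42% of the reads in genes, below the other Erbb3d/d libraries, of which the nearest had 4.08%. The 10 genes together hold a small part of the reads in every library, so they cannot by themselves shift the scaling of the rest by much. No biological explanation was tested.

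In Erbb3f/f replicate 1 the mean log2 CPM of progesterone-related stromal genes was 7.39, above the other Erbb3f/f libraries, of which the nearest had 7.26. The distance is small beside the spread of the libraries labelled Erbb3d/d (SD 0.342). Without this library the adjusted p of the list was 0.118 in place of 0.0387, but the call was also lost without Erbb3f/f replicate 4 (0.0730), which was the lowest of its genotype, and without Erbb3d/d replicates 3 (0.130) or 4 (0.0679), so the loss is not tied to this value. Less dilution of stromal RNA in this library would raise its general stromal transcripts. Their mean log2 CPM was 9.62 in this library against 9.48, 9.64 and 9.86 in Erbb3f/f replicates 2 to 4, and its smooth muscle mean, 6.52, was the highest of the Erbb3f/f libraries, so these values do not favour that explanation. The general stromal means spread more widely than the distance in question, so it is not excluded. Genotype does not explain a difference within a genotype, and no other biological explanation was tested.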

How the results depend on the processing

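The alternatives were fixed before the data were examined, except the epithelial and smooth muscle covariates and the mixed-direction test of stromal signals, which were chosen after. Erbb3 kept a positive log2 fold change and no call under every alternative run, from 0.40 to 0.74 across the 8 fits that each left out one library and from 0.03 to 0.88 under the others, with adjusted p-values of 0.328 or more. Pgr kept a negative one with no call.

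With scaling by RLE, library size or upper quartile, with either other filter, with voom, without robust estimation and at a threshold of 0.01, the counts of called genes stayed at 0; genes with an unadjusted p under 0.05 numbered 1683 to 2087 under those settings that kept the threshold. The median log2 fold change of all genes lay between -0.02 and 0.00 under the 4 scalings, and genes higher in the libraries labelled Erbb3d/d made up 55.6% to 60.0% of those with an unadjusted p under 0.05.

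DESeq2 called 212 genes higher, 58 lower and 141 changed at least 2-fold. It was run on all 23420 symbols without the filter used for edgeR, and gave no adjusted p for 8210 of them. Of its 270 calls, 264 had an unadjusted p under 0.05 in edgeR. The cause of the difference was not tested further. Across the 8 fits that each left out one library, calls ranged from 0 to 143 higher, 0 to 116 lower and 0 to 120 changed at least 2-fold, and genes with an unadjusted p under 0.05 from 1025 to 2790, all 4 maxima without Erbb3d/d replicate 2. The lowest unadjusted count came without Erbb3d/d replicate 4. With the epithelial mean as a covariate the unadjusted count was 572 and with the smooth muscle mean it was 1247, both with 0 genes called; the cause was not tested.

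The labels give both genotypes replicate numbers 1 to 4. Deviations of same-numbered libraries from their group means correlated at 0.221, 0.159, 0.0959 and 0.145, and 2 of the 24 ways to match the libraries gave a mean correlation at least as high. The correlation for replicate 3 was not above the 0.1 set for pairing, so the numbers were not taken to pair the libraries; a shared source is not excluded. With the replicate block, 39 genes were called higher, 13 lower and 35 changed at least 2-fold, and 44 of these 52 calls were also made by DESeq2. The calls with the block included Mgll, Mapk4 and Steap4 (adjusted p = 0.0405, 0.0456 and 0.0393) and not Pitpnm3, Gmip or Cd44. Among list members, the block called Hhip, Acta2, Actg2, Cnn1 and Ier3 (adjusted p from 0.0355 to 0.0490). The adjusted p of stromal signals to glands was 0.0403 with the block, against 0.0403 to 0.440 over all alternatives that kept the 8 libraries, and that of endothelial markers was 0.00914, against 0.00914 to 0.650.

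Among lists, the adjusted p of oestrogen-related genes was 0.0659 with no filter, 0.440 with an estimated correlation and 0.320 with fry; the progesterone-related list had 0.484 and 0.351 and the cell cycle list 0.440 and 0.346 under the last 2 tests. These tests allow for correlation between genes, which was estimated at 0.193, 0.0779 and 0.679 for the progesterone-related, oestrogen-related and cell cycle lists. Across the 8 fits that each left out one library, the adjusted p ran from 0.00464 to 0.130 for progesterone-related genes, 0.00945 to 0.128 for oestrogen-related genes, 0.0339 to 0.339 for stromal signals, and 6.8e-09 to 0.00218 for cell cycle genes. The genotype difference on the first principal component had p-values from 0.0286 to 0.171 (exact permutation tests). The immune list, not called, changed direction without Erbb3f/f replicate 2 (adjusted p = 0.405) and ran from 0.00989 to 0.944 across these fits.

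Among single genes and check lists, 22 results became stronger and 6 weaker under other settings, and 16 became stronger and 8 weaker when a library was left out, 7 of these being the mixed-direction test of stromal signals, which kept an adjusted p of 0.00233 to 0.0449 with all 8 libraries. Low counts limit Pitpnm3 and Amhr2, and 4 libraries per label limit every exact test between the labels to a p of 0.0286 or more.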

Other observations

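The tests on Erbb3 and epithelial markers, on a wrong label judged by Erbb3, on cell cycle genes and epithelial markers, on library size, on exchanged labels, and on stromal signals in mixed directions were chosen after the result was seen. The second smooth muscle list and the general stromal transcripts were also added after the first results, before their own values were seen.

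Erbb3 was not lower in the libraries labelled Erbb3d/d. Epithelial cells may supply its reads, since the mean log2 CPM of 20 epithelial markers was 5.34 to 6.65 over the 8 libraries. Across the libraries, log2 CPM of Erbb3 correlated with that mean (Pearson r = 0.77, exact permutation p = 0.0237; Spearman rho = 0.74, exact permutation p = 0.0458), and r was 0.73 without the 2 libraries farthest from the median epithelial level. Among 3 such relations computed, the adjusted p-values were 0.0237 and 0.0688. Within genotypes r was 0.66, and the exact permutation p of 0.0955 did not pass 0.05. With the epithelial mean as a covariate the log2 fold change of Erbb3 was 0.03 (SE 0.33). Reads from epithelium and reads from undeleted stroma cannot be told apart with 8 libraries and counts per gene. A transcript that keeps most exons after deletion of 1 exon would also leave the count in place, and was not tested. A single wrong label, or an exchange of 1 library of each label, is a further candidate explanation. Of the 24 such changes, 0 placed every Erbb3d/d library below every Erbb3f/f library, but this test assumes that stromal Erbb3 dominates the count, so a wrong label remains open.

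The absence of called genes depended on the model, since DESeq2 and the replicate block each gave calls with all 8 libraries, and on 1 library. Without Erbb3d/d replicate 2, edgeR called 259 genes. On a scale from 0 at the Erbb3f/f mean to 1 at the mean of the other Erbb3d/d libraries, replicate 2 had a median position of 0.198 over the called genes (quartiles -0.0179 and 0.417). When each Erbb3f/f library was left out in turn, and as many genes with the smallest p were used, the median positions were 0.244, 0.265, 0.298 and 0.485 for replicates 1 to 4. The other Erbb3d/d libraries had 0.585, 0.784 and 1.24 for replicates 1, 3 and 4. The median of replicate 2 was below that of every Erbb3f/f library, but the quartiles overlapped (-0.133 and 0.622 for Erbb3f/f replicate 1). The order of these medians is therefore not a ranking. The genes used for replicate 2 were those called without it, so its low position partly restates that result. Replicate 2 could be a library of the other genotype or a sample with little recombination or response. These cannot be told apart, since both predict a position near the Erbb3f/f libraries. The limit of 0.1 set beforehand for a library of the other genotype was met by none of the Erbb3f/f libraries, so it decides nothing. An exchange of labels with Erbb3f/f replicate 4 stays open too. The position of that library was 0.485 (quartiles 0.184 and 0.687), nearer to Erbb3d/d replicate 1 at 0.585 than to any other Erbb3f/f library. Against a wrong label, Mgll, Mapk4, Pitpnm3, Steap4, Gmip and Cd44 placed replicate 2 with its own label, but these genes were selected for that separation and so decide nothing.

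The 8 libraries can be parted 4 against 4 in 35 ways. The count of 0 called genes is reached in 35 of 35 ways by construction, which tests nothing. In 3 of the 35, the real one included, at least 1695 genes had an unadjusted p under 0.05. In 3 of the 35, at least 270 genes were called by DESeq2. The median of the other 34 ways was 499 genes at an unadjusted p under 0.05 and 3 genes called by DESeq2. Both ways above the real one move Erbb3d/d replicate 2 to the Erbb3f/f side. The larger was the split that exchanges Erbb3f/f replicate 4 and Erbb3d/d replicate 2, with 2278 genes, 675 DESeq2 calls and 6 edgeR calls. The other was the split that exchanges Erbb3f/f replicate 3 and Erbb3d/d replicate 2, with 2140 genes, 383 DESeq2 calls and 0 edgeR calls. A mixed-direction fry p for stromal signals as small as the real one occurred in 3 of the 35. The DESeq2 calls therefore do not stand clear of what relabelling gives. GC content and transcript length were little related to log2 fold change over the tested genes. Genes with an unadjusted p under 0.05 were not examined apart, and no correction for GC content or length was run. A difference in depth was not found, although 4 libraries per label cannot exclude a small one. Across genes, which are not independent replicates, log2 fold change had a Spearman rho of 0.042 with GC content and 0.0094 with transcript length (93.8% of the tested genes had both), and reads in genes did not differ between the labels (exact permutation test, p = 0.771).

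Smooth muscle markers were higher in the libraries labelled Erbb3d/d, and 5 of the 35 splits gave a camera p as small. A second list of 16 smooth muscle transcripts, none on the first list, had a median log2 fold change of 0.64, with 15 of 16 higher. That median was above those of all 10000 random lists matched on expression (percentile 100). The random lists were drawn gene by gene, while the first list's genes moved together (estimated correlation 0.756), so this percentile overstates the evidence. The second list comes from the same 8 libraries and is not a replication. Its mean gave p = 0.0286 (exact permutation test), but the closest libraries were Erbb3f/f replicate 1 at 6.33 and Erbb3d/d replicate 3 at 6.37. Carry-over of muscle from the uterine wall is a candidate explanation. Stromal cells can express contractile genes too, how many of the listed genes they express was not measured here, and a rise within stroma stays open. In abundance, Tagln reached 661 ± 356 CPM and Myh11 531 ± 237 CPM (SD, n = 4 each) in Erbb3d/d.

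Epithelial markers were higher in the libraries labelled Erbb3d/d, with 6 of the 35 splits giving a camera p as small. The immune mean differed by 0.03 on the log2 scale, against 0.52 for epithelial and 0.90 for smooth muscle markers, and carry-over of epithelium was not tested apart from a change within it. Cell cycle genes were higher too (11 of 35 splits), as were oestrogen-related genes (5 of 35). The list of immediate early and heat shock genes was higher (11 of 35) through its immediate early genes. Whether epithelial cells carried the rise of the oestrogen-related genes was not tested. Proliferating epithelial cells could carry the cell cycle genes. The cell cycle mean followed the epithelial mean across libraries (Pearson r = 0.87, exact permutation p = 0.00751, adjusted 0.0225; Spearman rho = 0.76, exact permutation p = 0.0368, adjusted 0.0688; r = 0.87 without the 2 libraries farthest from the median epithelial level). Within genotypes r was 0.82 and the exact permutation p was 0.104. Stromal proliferation in the same samples would give the same correlation, and the 2 cannot be told apart in bulk counts.

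Progesterone-related stromal genes were lower in the libraries labelled Erbb3d/d, and 13 of the 35 splits gave a camera p as small. Dilution of stromal RNA by RNA of other cells may contribute. As a check, 20 general stromal transcripts had a median log2 fold change of -0.10 (quartiles -0.29 and 0.11), against -0.28 for the list. This smaller fall would argue against dilution as the whole cause, but no error was attached to either median. The quartiles describe single genes, and the members of both lists go both ways, so dilution stays open. The progesterone-related mean ran against the epithelial mean across libraries (Pearson r = -0.82, exact permutation p = 0.0173, adjusted 0.0237; Spearman rho = -0.69, exact permutation p = 0.0694, adjusted 0.0694; r = -0.92 without the 2 libraries farthest from the median epithelial level), and within genotypes r was -0.70, with an exact permutation p of 0.220. The list means of the Erbb3f/f libraries spanned only 7.25 to 7.39 and did not run against the epithelial mean, so the relation rests on the Erbb3d/d libraries. Erbb3d/d replicates 3 and 4 were low on this list and high on the epithelial, cell cycle and oestrogen-related lists. A difference in hormonal stage between samples may produce that combination, with or without an effect of genotype; the 13 of 35 splits leave it open and it was not tested.

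Pitpnm3 had 1 to 4 reads in each Erbb3f/f library and 23 to 28 in each Erbb3d/d library. A segment of another strain around the gene that differs between the labels might carry the difference. Within 5 Mb, 21 of 174 tested genes (12.1%) had an unadjusted p under 0.05, against 11.6% elsewhere (Fisher's exact test, p = 0.812), which does not favour a broad region, but a single variant at the gene would leave its neighbours alone. Reads of a neighbour could not be tested, since 0 of the 21740 matched genes lay within 10 kb and so 0 tested neighbours rose with it. Genes whose symbols did not match were not searched, so reads of a neighbour stay open. An effect of genotype stays open, as does selection of the smallest p-values out of 14598 genes.

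Reads outside annotated genes outnumbered reads in genes in every library, 48.3% to 50.8% against 27.0% to 29.1%. Counting on one strand of libraries that are non-directional is a candidate explanation, since it would leave reads of the other orientation outside genes. A gene whose exons lie under exons of a gene on the other strand would then collect that gene's reads. Of 21 such genes, 0 had no reads, and the median of observed over expected reads, from the read density of the covering gene, was 1.35. Of 109 genes under exons of the same strand, where reads would be ambiguous, 43 had no reads and the median was 0.083. If so, the counts hold about the part of the reads with one orientation, alike in all libraries, and genes with an antisense partner are uncertain. None of Erbb3, Mgll, Mapk4, Pitpnm3, Steap4, Gmip, Cd44, Pgr and Amhr2 has such a partner among the 21740 matched genes of GENCODE vM21. Other genes of that annotation were not searched, so a partner among them is not excluded.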
